A study of Mus musculus with 4 samples.

How the data were processed

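The 4 libraries came from mouse embryonic fibroblasts, primary cells grown from embryos, after transfection of either a negative control siRNA (2 libraries) or siRNA against eIF1A (2 libraries). Groups and replicate numbers were taken from the sample titles, and the columns of the table were matched to samples by name. Per the labels' protocols, polyadenylated RNA was captured on oligo(dT) beads, made into bulk MARS-seq libraries and sequenced on a NextSeq 500. The submitters' processing notes name bcl2fastq 2.17.1.14, cutadapt 1.8.3, STAR, HTSeq and DESeq2 and the mouse build mm10, without roles or order. Whether PCR duplicates were collapsed by molecular identifier, whether counting used strand, and how genes were selected for the table are not given in the sources used here.

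The deposited values are a signal that the file name calls normalised counts; which factors the authors used is not given in the sources used here. In each column all values were whole multiples of a single step (100% within 0.01 read), as counts divided by 1 factor per library would be, so the reads could be recovered. The table holds 4878 genes and none at 0 in any library, so a gene with no reads in a library could not be examined. No gene of the mitochondrial chromosome was analysed here. Normalised totals were 2148300 and 2106580 in controls and 1737440 and 1597710 in knockdowns. The 10 most abundant genes held 8.31% and 8.48% of the reads in controls and 8.60% and 7.52% in knockdowns. Controls 1 and 2 had 605 and 524 genes under 10 reads, and knockdowns 1 and 2 had 504 and 349.

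Replicates were compared before averaging. Each library was counted as a replicate, as the titles number them. Neither pair agreed within sampling noise (chi-square per degree of freedom 16.5 for controls and 13.7 for knockdowns), a test that takes reads as independent molecules and does not show that the libraries came from separate cultures. Correlations of log2 values were 0.972 and 0.977 within groups and 0.910 to 0.932 between groups. No label gives a batch or date, so no batch could be separated from the groups.

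The main test was limma 3.58.1 in R 4.3.3 with a mean-variance trend on log2(value + 1). Genes with a mean value of at least 5 were kept (4605 tested, 273 under the filter), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit used all 4 libraries with no block. On this scale the fold change of a gene with few reads can lie below or above the ratio of its summed reads. For genes with 1 to 3 reads in a library, the ratio of summed reads is given with an exact (Clopper-Pearson) 95% counting interval. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 24 lists. Of 31 lists fixed from general knowledge, 7 had fewer than 5 tested members and were not tested as lists. No list was covered in full. Members present numbered 21 of 82 for cytosolic ribosomal proteins, 9 of 42 for cytokines, 11 of 30 for fibroblast markers and 37 of 77 for interferon response. For RNA-processing factors they numbered 42 of 48. List results therefore speak of the tested members and not of the whole class. The design, the lists, the rule for named genes and the other settings, apart from those named below as added, were fixed before the data were examined. Named genes were the 10 largest rises and 10 largest falls past the threshold with non-overlapping groups and a mean value of at least 20, passing over genes known only by clone-type symbols, and up to 4 members of smallest p of each list. The targeted genes Eif1a and Eif1ax were to be reported first, and no value could be given for them.

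Symbols were matched to GENCODE M21 (4865 of 4878 matched, 131 through an older symbol), whose build is mm10, for coordinates, transcript GC content and 5′ UTR length. GC content was known for 4859 genes. Exons of other genes within the last 1000 bases were searched for 130 named genes. On the opposite strand they were found for 12, among them Ccnd1, Mybbp1a, Mrps7, Pltp and Lppr3, and on the same strand for 3 (Fdps, Ctsd and S100a4, each overlapped by a predicted gene). Annotated pseudogenes were found for 8 (Eif1, Eif2s3x, Rps24, Rps6, Ccnb2, Ldha, Hspe1 and Hspa9). None were found for the other named genes, Rpl4 and Rpl6 among them, which does not show that those genes have no pseudogene copies. The counts of the genes with overlaps or pseudogenes are uncertain to that extent.

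The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 20, TMM scaling, equal totals, the replicate number as a block, limma without trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, each library left out, at least 1.5-fold, an adjusted p of 0.1, camera with an estimated correlation, and fry. On the recovered reads edgeR's quasi-likelihood test called 807 genes higher and 909 lower, and DESeq2 called 620 and 828. Removal of a loess trend (span 0.5) on GC content of the transcript or of its last 500 bases, GC removal together with an estimated correlation, quantile normalisation and a crossed pairing were added after the data were examined.

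The procedure was tested on simulated counts for the 4605 genes of this comparison. With 200 genes changed, limma recovered 16.7% of genes changed 1.5-fold, 52.2% of those changed 2-fold and 90.9% of those changed 4-fold, over genes of all abundances. It called 9 of 4406 unchanged genes. The data themselves gave 1729 calls, and the adjusted threshold depends on how many genes change, so these rates may not carry over to them. With no changed gene limma made 0 calls among 4594 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.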

Results

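The transcriptome of mouse embryonic fibroblasts was compared between cells transfected with a negative control siRNA and cells transfected with siRNA against eIF1A, the translation initiation factor that helps the small ribosomal subunit scan for the start codon. The title of the series places the experiment in work on cancer-associated forms of eIF1A and on the scanning of cell cycle mRNAs. The question asked of these libraries was which mRNA levels differ when eIF1A is knocked down. Bulk MARS-seq, a method that sequences the 3′ ends of polyadenylated RNA, gave 2 control libraries and 2 knockdown libraries. Reads recovered from the normalised counts came to 2182825 and 2595625 in controls 1 and 2 and to 2152331 and 2352111 in knockdowns 1 and 2. The median gene had 120, 139, 143 and 173 reads in these libraries. The labels do not say whether the libraries of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. Eif1a and Eif1ax, the mouse genes that encode eIF1A, were not analysed here, and the depth of the knockdown was therefore not checked.

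Knockdown cells had higher mRNA of amino acid stress genes and of ribosome assembly genes, and lower mRNA of glycolytic enzymes, sterol synthesis enzymes and matrix proteins. The list calls behind this were made with a preset correlation of 0.01 between genes. With an estimated correlation their adjusted p-values were 0.262 to 0.488, and none of the 14 list calls was kept. The estimates were −0.0103 for sterol synthesis and −0.0296 for glycolysis, below the preset, and 0.0851 to 0.386 for the other lists behind this. A larger correlation is therefore not what ended the sterol and glycolysis calls. With an estimated correlation camera also takes its degrees of freedom from the libraries and not from the genes. With 2 libraries per group these are few, and even ATF4, the list of smallest p in the main test, had an unadjusted camera p of 0.0327. A missed threshold in this setting therefore does not show that a list did not move. How much of the loss this accounts for was not tested. Of 4605 genes tested, 733 were higher and 996 were lower in knockdown than in control libraries (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05), and 453 and 576 of these differed at least 2-fold. All fold changes are on the log2(normalised count + 1) scale, and values are means ± SD of n = 2 libraries per group. The groups did not overlap in 67.8% of the genes, against 33.3% by chance, and the first principal component, with 76.8% of the variance, separated the groups. The split of calls depends on the scaling. With every library set to the same total, 1300 genes were higher and 603 lower, and the median of all genes moved from −0.01 to 0.34 on the log2 scale. Here and below, library totals are sums over the genes analysed and not over whole libraries, whose totals are not known. Without knockdown replicate 2 there were 438 genes higher, and limma without its mean-variance trend called 655 lower.

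The rises of largest fold included Slc7a3, a cationic amino acid transporter, at 12.3 ± 4.82 normalised counts in controls and 149 ± 2.2 in knockdowns (11.7-fold, adjusted p = 4.75e-07). Abcb1b, a drug efflux pump, rose 11.5-fold and Pno1, an assembly factor of the small ribosomal subunit, rose 7.66-fold. Ccnd1, which encodes cyclin D1, rose from 37 ± 12 to 259 ± 8.07 (7.02-fold). Inip, a subunit of a single-stranded DNA binding complex, rose 8.05-fold. Trmt6, a subunit of a tRNA methyltransferase, and Dnajc2, a ribosome-associated chaperone, also rose, but each had a control library with 1 or 2 reads. At a pseudocount of 5 their folds were 5.01 and 4.24. Their summed reads, scaled to the libraries, gave ratios of 7.72 (95% counting interval 4.35 to 14.9) and 6.34 (3.62 to 12). Slc16a3, which encodes the lactate exporter MCT4 (mm10 chromosome 11, 120948480 to 120960868, plus strand), fell from 4765 ± 139 to 146 ± 32.4, a 32.9-fold difference with an adjusted p of 8.2e-12. Cbr2, a carbonyl reductase, fell 22.1-fold from 4159 ± 509. Ndrg2 fell 22.4-fold, Lppr3 21.7-fold, Cd248, a surface protein of stromal cells, 19.1-fold, and Atp1b2, a sodium pump subunit, 13.9-fold. Ssc5d and Pdlim4 each fell 11.8-fold. Lrrc17 and Cilp2 had as few as 1 read in a knockdown library, and at a pseudocount of 5 their folds were 12.3 and 8.70. Their control to knockdown ratios were 50.6 (19.4 to 188) and 25.3 (11.3 to 70.3). These intervals cover counting error only. Leaving out a library moved some of these folds by over 1.5 times. Abcb1b rose 19.7-fold and Trmt6 25.1-fold without control replicate 1, and 6.75-fold and 3.56-fold without control replicate 2, and Dnajc2 rose 3.63-fold without control replicate 1 and 13.1-fold without control replicate 2. Without knockdown replicates 1 and 2 the falls were 35-fold and 13.4-fold for Lppr3, 20.8-fold and 6.74-fold for Ssc5d, 20.9-fold and 9.26-fold for Atp1b2, and 12.9-fold and 31.3-fold for Cilp2.

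**Figure D1:**
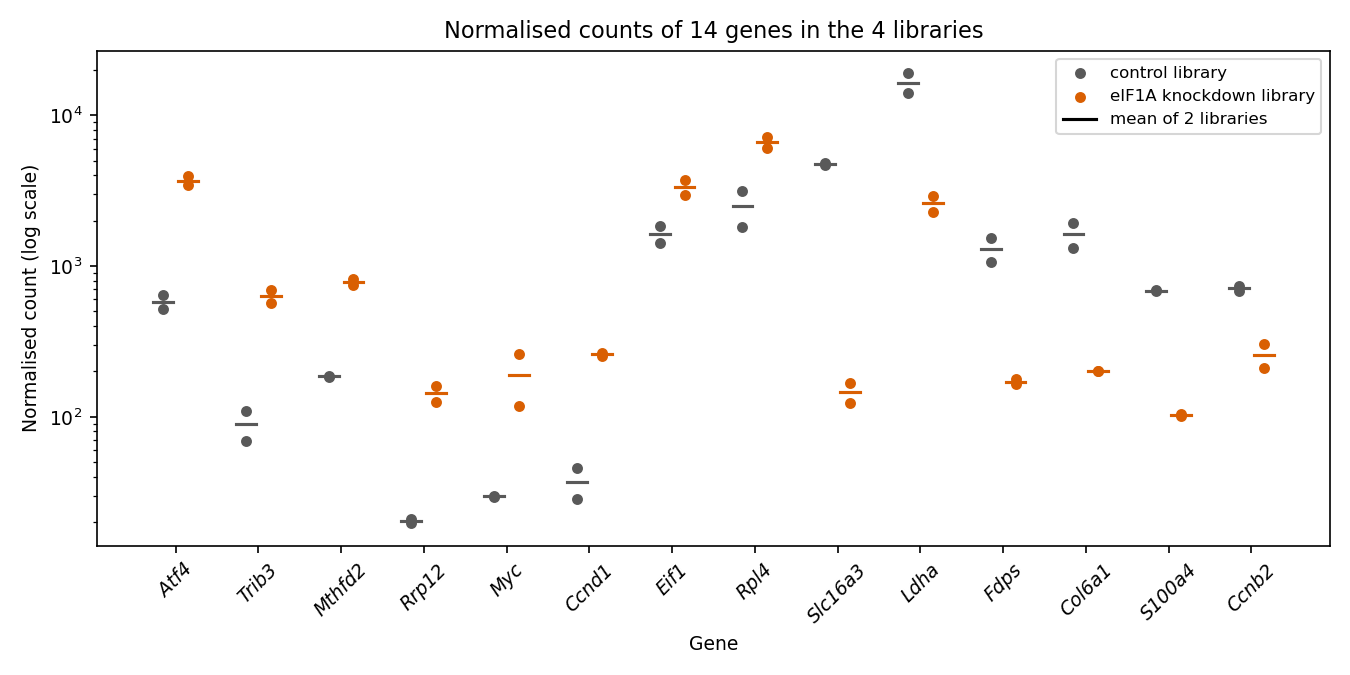
Normalised counts (log axis) of 14 genes, with a point for each of the 2 control and 2 eIF1A knockdown libraries and a short line at each group mean. In each of the 14 genes the 2 knockdown libraries lie on the same side of both control libraries; Slc16a3 goes from a mean of 4765 to 146 and Atf4 from 579 to 3696.

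Genes of the ATF4 pathway, which cells use to respond to amino acid shortage and other translation stress, rose almost throughout. Of 42 tested members, 38 rose, 1 fell and 3 did not pass, with a median log2 fold change of 1.5 (camera, adjusted p = 3.16e-20; adjusted p = 0.262 with an estimated correlation). Atf4 itself (chromosome 15, 80255184 to 80257541, plus strand) rose from 579 ± 88.6 to 3696 ± 373, a log2 fold change of 2.68 with a standard error of 0.22. Trib3, a pseudokinase induced by ATF4, rose 7.16-fold. Mthfd2, a mitochondrial folate enzyme, rose 4.22-fold. The member that fell, Ddit4, was also on the glycolysis and hypoxia list and changed by −1.16 on the log2 scale (named after its value was seen; adjusted p = 0.0541 with the GC trend removed). Of the chaperones and other genes of the endoplasmic reticulum unfolded protein response, 5 of 28 rose and 1 fell, with a median of 0.05, and the list did not pass (adjusted p = 0.413). Its median has no firm sign, being −0.08 without control replicate 2, 0.12 without control replicate 1, 0.20 and 0.0062 without knockdown replicates 1 and 2, and 0.40 at equal library totals. Its lowered member was P4hb, a protein disulfide isomerase, whose fall of 2.28-fold became 1.40-fold under quantile normalisation, where the call was lost (adjusted p = 0.110). Dnajb11, a co-chaperone, rose 2.21-fold.

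Transcripts for making ribosomes were higher in knockdown cells. In the ribosome biogenesis list 27 of 35 members rose, none fell, and the median was 1.46 (camera, adjusted p = 1.7e-13; adjusted p = 0.291 with an estimated correlation). Rrp12, which takes part in pre-ribosome export, rose 6.69-fold, Rrs1 6.11-fold, Rrp9 3.74-fold and Mybbp1a 3.30-fold. Of 82 cytosolic ribosomal protein genes on the fixed list only 21 were present and tested. Of these 12 rose and none fell, with a median of 0.93 (adjusted p = 3.37e-06, and adjusted p = 0.481 with an estimated correlation). That median was 0.56 without control replicate 1 and 1.45 without control replicate 2. Rpl4 rose 2.74-fold, to 6633 ± 835, and Rpl6 2.34-fold. Rps24 and Rps6, which rose 2.40-fold and 2.46-fold, have annotated pseudogene copies that can share their reads. Rps3, named in the title of the series, had 274 ± 159 normalised counts in controls and 597 ± 452 in knockdowns and did not pass (adjusted p = 0.0565). Mitochondrial ribosomal protein genes had 17 of 45 members higher and 1 lower (median 0.58, adjusted p = 1.34e-04; adjusted p = 0.519 with an estimated correlation), and without knockdown replicate 1 this list missed the threshold (adjusted p = 0.0565), with 5 members higher. Without control replicate 1 it had 11 higher. Mrps22 rose 4.12-fold and Mrpl33 3.47-fold, and Mrpl14 was 2.59-fold lower. The call of Mrpl14 was lost in limma without the trend (adjusted p = 0.0518) and with the GC trend removed (0.0853, 1.71-fold lower).

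Among 25 tested translation initiation factors, 6 rose and none fell, with a median of 0.43 (adjusted p = 0.0102; adjusted p = 0.367 with an estimated correlation, and 0.0967 without control replicate 1). The median of this list was 0.25 when only genes with a mean value of at least 20 were kept. It was 0.67 under quantile normalisation and 0.79 at equal library totals. Eif1, the partner of eIF1A in scanning, rose from 1635 ± 315 to 3348 ± 545 (2.05-fold, adjusted p = 0.0014), and it has annotated pseudogenes. Pabpc1, the cytoplasmic poly(A)-binding protein, rose 2.22-fold. Eif5, which triggers GTP hydrolysis at the start codon, went from 10.7 ± 0.195 to 48.9 ± 33.7, and its rise of 3.75-fold became 6.30-fold without knockdown replicate 1 and 2.23-fold without knockdown replicate 2, where the call was lost (adjusted p = 0.247). Eif2s3x, a subunit of eIF2, rose 3.28-fold, with adjusted p = 0.0556 and 0.0743 without knockdown replicates 1 and 2. Of 28 proteasome subunits 5 rose and 1 fell (median 0.31, adjusted p = 0.0224; adjusted p = 0.625 with an estimated correlation). The median of the proteasome list was 0.66 at equal library totals and 0.50 under quantile normalisation. That list missed the threshold without control replicate 1 (0.337, median 0.16) and without knockdown replicate 1 (0.165, median 0.19), and its median was 0.53 without control replicate 2. Members called higher numbered 2 without control replicate 1 and 3 without either knockdown replicate. Psme3, a proteasome activator, rose 2.70-fold.

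Genes of glycolysis and the hypoxia response fell, and so did genes of sterol synthesis. On the glycolysis and hypoxia list 13 of 20 members fell and none rose, with a median of −1.85 (camera, adjusted p = 5.67e-07; adjusted p = 0.262 with an estimated correlation). Besides Slc16a3, the phosphofructokinase genes Pfkl and Pfkm fell 6.10-fold and 6.58-fold. Ldha, which encodes lactate dehydrogenase A and has annotated pseudogenes, was 6.30-fold lower at 2610 ± 462 normalised counts. On the sterol synthesis list, which holds cholesterol and fatty acid enzymes, 16 of 21 members fell and none rose, with a median of −1.52 (adjusted p = 6.25e-09; adjusted p = 0.262 with an estimated correlation). Fdps, farnesyl diphosphate synthase (chromosome 3, 89093588 to 89101959, minus strand), fell from 1298 ± 327 to 171 ± 9.34, which is 7.44-fold. Tm7sf2 fell 8.86-fold, Dhcr7, which acts in the last steps of cholesterol synthesis, 6.57-fold and Pmvk 5.60-fold. Nuclear genes of oxidative phosphorylation did not pass as a list (4 of 47 higher, 5 lower, adjusted p = 0.823), and their median of −0.02 became 0.33 at equal library totals and ran from −0.20 without knockdown replicate 1 to 0.14 without knockdown replicate 2. Ndufv3, a complex I subunit, fell 2.79-fold.

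Matrix genes were lower in knockdown cells, with 33 of 54 members falling and 3 rising (median −0.95, camera, adjusted p = 4.24e-07; adjusted p = 0.488 with an estimated correlation). Col6a1, a collagen VI chain, fell from 1629 ± 426 to 201 ± 1.49 (7.94-fold, adjusted p = 2.1e-08). Col16a1 fell 8.99-fold, Emilin1, a glycoprotein of elastic fibres, 9.64-fold and Olfml3 8.69-fold. The 3 members that rose were Cyr61, Thbs1 and Lamb1, the latter pair named after their values were seen. Lamb1 lost its call without control replicate 2 (adjusted p = 0.213), without knockdown replicates 1 (0.184) and 2 (0.0726) and under 4 other settings (0.0526 to 0.130). Without control replicate 1, 5 members were higher. Cyr61 and Thbs1 encode secreted matricellular proteins and changed by 2.14 and 2.00 on the log2 scale. Of 11 fibroblast identity markers 6 fell and none rose (median −0.91, adjusted p = 0.0138; adjusted p = 0.343 with an estimated correlation). That median became −0.49 under quantile normalisation and −0.56 at equal library totals. S100a4, a calcium-binding protein, fell 6.64-fold, S100a6 2.5-fold and Ly6a, which encodes Sca-1, 2.89-fold. The contractile list went both ways, with 4 of 32 members higher and 6 lower (adjusted p = 0.425). Cyr61, which is on this list too and was its member of smallest p, rose 4.41-fold (adjusted p = 5.1e-07), whereas Csrp2 fell 3.16-fold and Flna, which crosslinks actin filaments, fell 2.15-fold.

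Mitotic genes were lower in part. On the G2/M list 21 of 60 members fell, 1 rose and 38 did not pass (camera, adjusted p = 0.0148; adjusted p = 0.343 with an estimated correlation). Its median of −0.29 became 0.05 at equal library totals, where the median of all genes was 0.34, and −0.57 (adjusted p = 2.0e-05) or −0.48 (7.28e-04) with the trend on GC content of the transcript or of its last 500 bases removed. In the former setting an estimated correlation gave adjusted p = 0.251. The list missed the threshold without control replicate 2 (0.0857) and without knockdown replicates 1 (0.0621) and 2 (0.0542, with 12 members lower). Ccnb2, which encodes cyclin B2, fell from 713 ± 37.7 to 257 ± 66.8 (2.81-fold), and the condensin genes Ncaph and Ncapd2 each fell 2.63-fold. Stmn1, a microtubule destabiliser, fell 3.41-fold. The G1/S and replication list had 5 of 58 members higher and 14 lower and did not pass (adjusted p = 0.32). Its lowered members included the replicative helicase genes Mcm5 (2.01-fold) and Mcm6 (2.14-fold). Among 22 cyclins, kinases and kinase inhibitors 5 rose and 7 fell (adjusted p = 0.823, with a median of −0.13, or 0.05 without knockdown replicate 1, and a mean of 0.08). The median of this list was −0.25 without knockdown replicate 2 and −0.40 when only genes with a mean value of at least 20 were kept. It was 0.12 under quantile normalisation and 0.22 at equal library totals. Cyclin D1 mRNA rose, as given above, Cdkn2b, a CDK4 and CDK6 inhibitor, rose 2.09-fold, and Ccng2 fell 3.10-fold. Of 19 p53 target genes 6 rose and 4 fell (adjusted p = 0.262), with a median of 0.31 that was 0.05 without control replicate 2. Sesn2, which is also on the ATF4 list, rose 5.51-fold and Epha2 4.0-fold, whereas Pltp fell 4.18-fold and Abhd4 2.94-fold.

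Interferon response genes rose in 11 and fell in 3 of 36 cases, with a median of 0.48 (camera, adjusted p = 0.0020; adjusted p = 0.424 with an estimated correlation) that was 0.31 without knockdown replicate 1 (adjusted p = 0.0298). Without knockdown replicate 2 only 1 member was called lower. The median of the interferon list was 0.82 at equal library totals. Usp18, a negative regulator of interferon signalling, rose 4.23-fold, H2-D1, a class I antigen-presenting molecule, 2.57-fold to 5277 ± 429 (3.93-fold under quantile normalisation), Dhx58 2.29-fold and Bst2 2.15-fold. Of 8 cytokine and inflammatory genes 5 rose and 1 fell (median 1.00, adjusted p = 0.0148; adjusted p = 0.343 with an estimated correlation, and 0.0560 without knockdown replicate 1, where 3 rose). The chemokine gene Ccl2 rose 4.41-fold, Ptx3, a soluble pattern-recognition protein, 4.20-fold and Csf1 2.22-fold. Immediate early genes had 6 of 14 members higher and 2 lower, or 1 lower without control replicate 1 or either knockdown replicate (median 0.61, adjusted p = 0.00846; adjusted p = 0.343 with an estimated correlation). Myc went from 29.8 ± 0.356 to 189 ± 99.6 (5.74-fold), and Jun rose 4.93-fold, Atf3 4.72-fold and Sgk1 4.53-fold.

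Other lists held changed genes without passing as lists. Heat shock proteins had 5 of 24 members higher, among them the chaperonin genes Cct4 (2.45-fold) and Cct2 (2.16-fold), and 4 lower, among them Cryab (4.29-fold; adjusted p of the list = 0.242). Of 19 NRF2 and antioxidant genes 3 rose and 5 fell (adjusted p = 0.56). Txnrd1, a thioredoxin reductase, rose 3.18-fold and Gclm, a subunit of the rate-limiting enzyme of glutathione synthesis, 2.24-fold, and Gsta4 fell 5.27-fold. Lysosome and autophagy genes had 4 of 41 higher and 12 lower (adjusted p = 0.345), and Map1lc3a, which encodes an LC3 protein, fell 3.21-fold. Nuclear RNA-processing factors had 8 of 42 higher and 2 lower with a median of 0.27 and did not pass (adjusted p = 0.0635). Without control replicate 2 the list passed (0.0340), without control replicate 1 it had a median of 0.11 (0.225) and with the GC trend removed 0.14 (0.537). Its member Srsf6 rose 2.70-fold. Leaving out a library moved several counts on the lists that did not pass by over 1.5 times. Without knockdown replicate 2, members called higher numbered 1 on the G1/S, endoplasmic reticulum and contractile lists, 3 on the cyclin list and 8 on the oxidative phosphorylation list, and members called lower numbered 9 on the G1/S, 7 on the lysosome, 3 on the NRF2, 2 on the cyclin, 2 on the p53 and 1 on the oxidative phosphorylation list. Without knockdown replicate 1 the G1/S and oxidative phosphorylation lists had 0 higher, the RNA-processing list 5 and the cyclin list 3 higher and 4 lower. Without control replicate 1 the G1/S list had 2 higher and the oxidative phosphorylation list 8 lower, and without control replicate 2 the cyclin list had 4 lower. The RNA-processing list had 1 lower whichever of the 4 libraries was left out. The single members called higher on the G2/M list and lower on the endoplasmic reticulum, cytokine, mitochondrial ribosomal protein and proteasome lists became 0 to 2 members. The medians of the G1/S, cyclin, lysosome, contractile and NRF2 lists lay between −0.34 and −0.13 and became 0.015 to 0.22 at equal library totals. Adjusted over the list alone, 39 ATF4, 30 ribosome biogenesis, 17 ribosomal protein, 17 mitochondrial ribosomal protein and 15 interferon genes passed as higher. On the same basis 34 matrix, 21 G2/M, 16 sterol and 13 glycolysis genes passed as lower. Counts of members higher were smaller on this basis for initiation factors (5), the endoplasmic reticulum list (3), the G1/S list (3), RNA-processing factors (7), oxidative phosphorylation (3, with 3 lower) and the proteasome (1, with none lower).

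**Figure D2:**
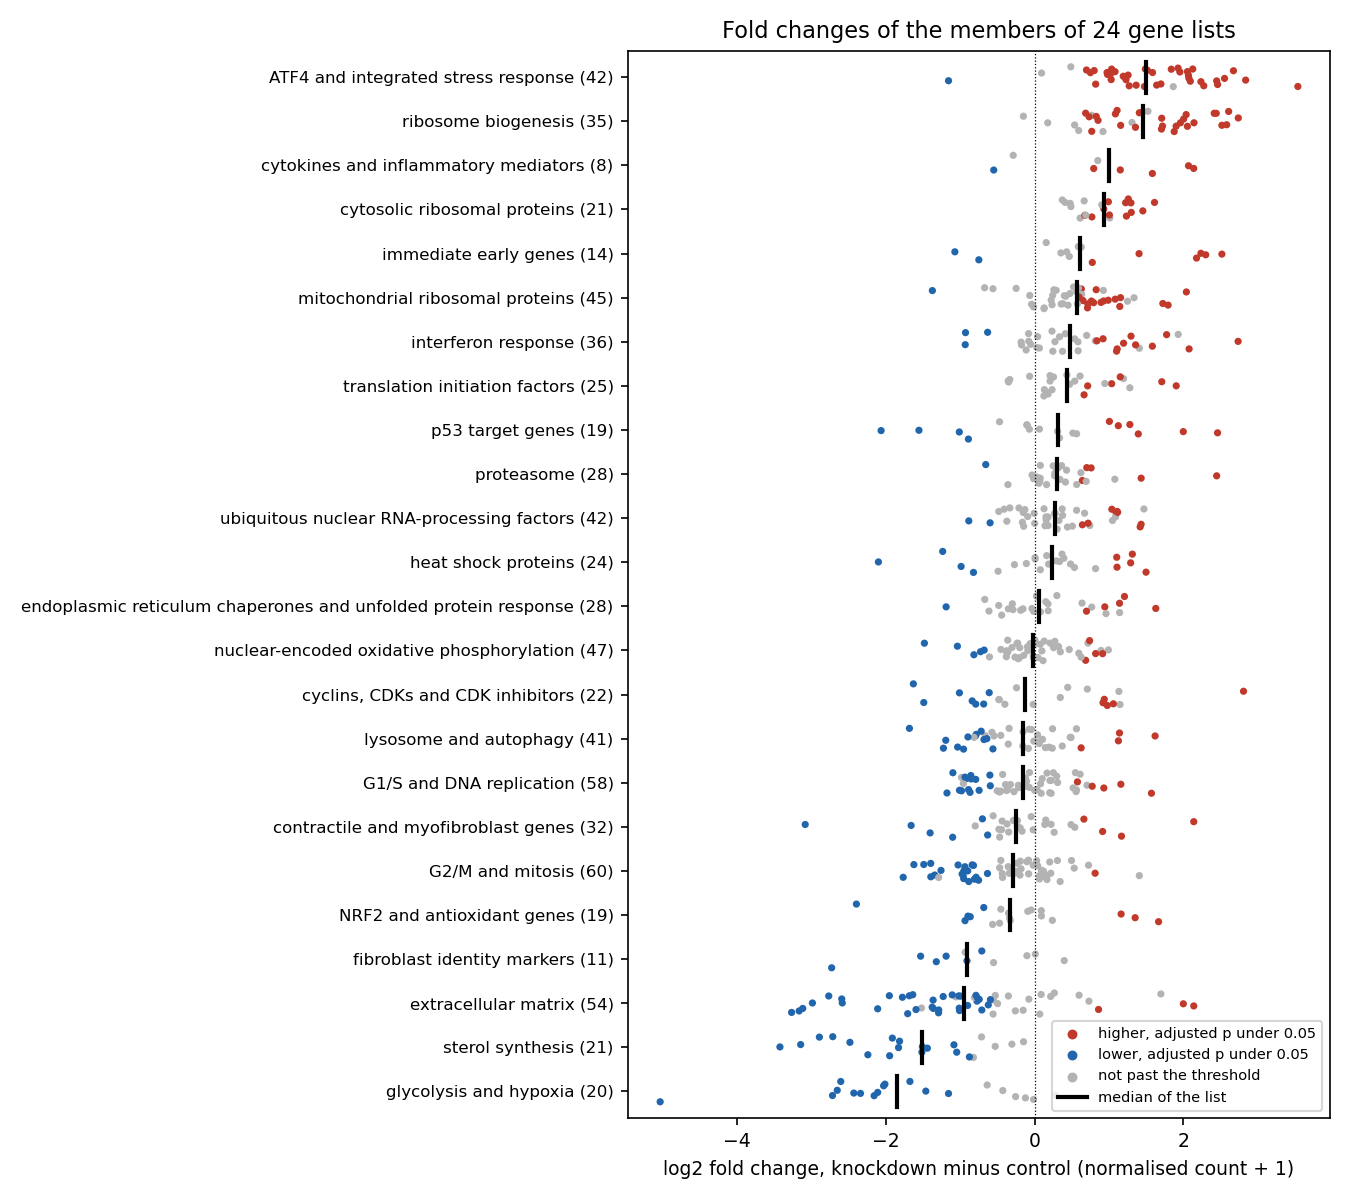
Log2 fold change of each tested member of the 24 gene lists, with the number of members in brackets, red and blue points for members called higher and lower (adjusted p under 0.05), grey points for the rest and a black bar at the list's median. The ATF4 list (median 1.5) and the ribosome biogenesis list (1.46) stand at the right, and the sterol (−1.52) and glycolysis (−1.85) lists at the left.

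Markers of other cell types were few in the table. Of the endothelial markers, Flt1 and Cd34 did not pass (adjusted p = 0.976 and 0.967), and Cd34 stood at 484 ± 34.3 in controls and 486 ± 127 in knockdowns. The epithelial markers Perp (adjusted p = 0.131) and Dsp (0.727), the neural marker Map2 (0.153) and the bone marker Runx2 (0.924) did not pass either. Nes, an intermediate filament gene of progenitor cells, fell 1.68-fold (adjusted p = 0.0188, 0.127 and 0.0603 without knockdown replicates 1 and 2, 0.223 at equal library totals, 0.0591 in limma without the trend, and 0.183 and 0.445 with the GC trends of the transcript and of its last 500 bases removed). No macrophage, leukocyte or skeletal muscle marker of the fixed lists was analysed here.

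Fold changes also followed the base composition of the transcripts. When the genes were split into 5 bins by the GC content of the longest coding transcript, the median log2 fold change was 0.46, 0.35, −0.04, −0.27 and −0.59 from the lowest to the highest bin. In the lowest bin 20.7% of genes were called higher and 3.38% lower, and in the highest bin 7.31% and 47.3%. Across genes, which are not independent replicates, the rank correlation of fold change with GC was −0.446. With the GC trend removed from each library, a setting added after the data were examined, 671 genes were higher and 666 lower. In that setting the proteasome list no longer passed (adjusted p = 0.163) and the G1/S list did, as lower (0.0105; adjusted p = 0.531 with an estimated correlation). Removing the trend lowered the folds of Cilp2 (to 10.3), Lppr3 (13.7), Cd248 (11.6), Ssc5d (7.39), Pdlim4 (7.44), Col16a1 (5.42), Emilin1 (5.91) and Map1lc3a (1.8) and raised that of Rrp9 (5.77), each by over 1.5 times with the call kept. With the trend on the last 500 bases removed instead, the proteasome list passed (0.0114) and the G1/S list did not (0.0587). The median GC content was 54.4% for the matrix list, 52.9% for the ATF4 list, 52.5% for the glycolysis list, 52.1% for the sterol list, 50.8% for the ribosome biogenesis list and 48.7% for the ribosomal protein list.

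**Figure D3:**
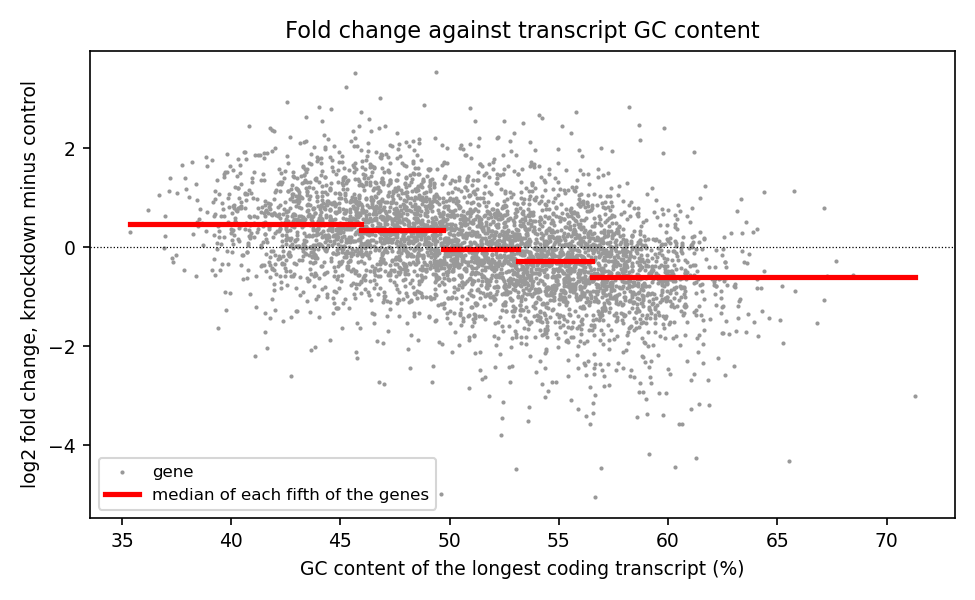
Log2 fold change (knockdown minus control) of each gene against the GC content of its longest coding transcript, with a red line at the median of each of 5 equal bins. The medians go from 0.46 in the lowest bin to −0.59 in the highest.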

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

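Tests with GC trends (one of them with an estimated correlation), quantile normalisation and crossed pairing were chosen after the data were examined; the others were planned. No gene called in the main test was called in the opposite direction under any of the 20 other settings. Some of these leave every fold change as it is and could show no reversal. Among them are the replicate block, crossed pairing, limma without the trend, at least 1.5-fold and an adjusted p of 0.1. Counts of genes higher ranged from 438 to 758 and of genes lower from 715 to 987 when a library was left out, with the lone sample of a group assumed to vary like the other group. The lowest higher count, 438, came without knockdown replicate 2. Equal totals gave 1300 higher and 603 lower, with the median of all genes at 0.34 on the log2 scale, and limma without the trend gave 655 lower; the cause was not tested. TMM gave 793 higher and 905 lower. Lists passing as higher numbered 9, against 0 with an estimated correlation and 4 with fry, and lists passing as lower numbered 5, against 0 with an estimated correlation; the cause was not tested. With libraries left out, the lists numbered 6 to 10 higher and 4 to 5 lower. All 14 list calls were thus lost with an estimated correlation, and with the GC trend also removed the lists again numbered 0 higher and 0 lower. That setting has few degrees of freedom with so few libraries, so these losses do not show that the lists did not move. Fry tests whether the genes of a list move one way and compares them with no other genes. It also lost the calls of initiation factors, cytosolic and mitochondrial ribosomal proteins, interferon response, matrix and proteasome. Of the results of 108 named genes over the settings, 0 reversed, 60 lost their call and 1884 stayed on their side of the threshold. Fry alone passed the lysosome list (adjusted p = 0.0443), and quantile normalisation passed heat shock proteins (0.0317) and RNA-processing factors (0.0158). RNA-processing factors passed also at equal totals (0.0385) and without control replicate 2 (median 0.345). They did not pass under the others, with an adjusted p of up to 0.645 (GC trend removed, estimated correlation). Psma3 rests on 1 read in control 1 (knockdown to control ratio of summed reads 2.29, 95% counting interval 1.61 to 3.29) and had an adjusted p of 0.576 without that library, and 0.0509 to 0.608 over the 7 settings that ended its call. Hspa5 had 0.414 without knockdown replicate 2 and 0.0998 to 0.164 under the other settings that ended its call. Eif1a and Eif1ax gave no value under any setting. Depth limits the genes with few reads: of simulated 2-fold changes 23.3% were recovered among genes under the median mean value and 75.7% among those over it, and at 1.5-fold 0 of 38 and 11 of 28 genes, a split chosen after the data were examined.

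The replicate numbers are shared by the groups, but nothing says that they mark a shared culture, and the deviations of same-numbered libraries correlated at −0.129. With the replicate block 641 genes were higher and 918 lower, and 9 lists were higher and 5 lower, with no list call changed. With the pairing crossed, 891 genes were higher and 1154 lower.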

Other observations

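The 6 lists of this part were chosen after the data were examined, as were GC removal, quantile normalisation, the test of scaling by direction and the tests of abundance against GC and of 5′ UTR length. Genes around amino acid use and mitochondrial protein import were also higher in knockdown cells. Of 18 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 13 rose and none fell (median log2 fold change 1.11, camera, adjusted p = 1.07e-07 over 6 lists; adjusted p = 0.247 with an estimated correlation). Several of them are also on the ATF4 list. Nars rose from 265 ± 40 to 1126 ± 254 normalised counts (SD, n = 2), Iars 3.25-fold and Cars 3.12-fold. Of 20 mitochondrial import genes 12 rose and none fell (median 0.92, adjusted p = 1.05e-05; adjusted p = 0.247 with an estimated correlation). Hspa9, the mitochondrial Hsp70, rose 5.45-fold to 796 ± 186, and Timm10, a small carrier chaperone of the intermembrane space, 3.63-fold.

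Of 12 tRNA-modifying enzymes 5 rose and 1 fell, or 0 to 2 with a library left out (median 1.05, adjusted p = 0.0387; adjusted p = 0.247 with an estimated correlation, and 0.0599, 0.0812 and 0.0526 without control replicate 2 and knockdown replicates 1 and 2), and the pseudouridine synthase gene Pus7 rose 5.07-fold. Of 12 genes of RNA polymerases I and III and their factors 5 rose and none fell (median 0.79, adjusted p = 0.0381; adjusted p = 0.372 with an estimated correlation, and 0.136 and 0.0619 without control replicate 2 and knockdown replicate 2). Without the latter library 2 genes rose, fry gave an adjusted p of 0.0864, and adjusted over the list alone 5 were higher and 2 lower. Rrn3, an initiation factor for ribosomal RNA transcription, rose 3.13-fold. Tubulins and actin regulators went mainly the other way, with 5 of 35 higher and 16 lower (median −0.61, adjusted p = 0.0097; adjusted p = 0.247 with an estimated correlation), 9 lower and 3 higher without knockdown replicate 2, and 2 higher without control replicate 1. The median of this list was −0.255 at equal library totals, −0.268 under quantile normalisation and −0.382 with the GC trend removed. Gsn, the actin-severing protein gelsolin, fell from 5168 ± 256 to 748 ± 111, Cotl1 4.98-fold and Tuba1a 3.81-fold (2.40-fold under quantile normalisation). Of 5 mitochondrial synthetases 1 rose and none fell (median 0.55, adjusted p = 0.0703; adjusted p = 0.247 with an estimated correlation). With a library left out the median ran from 0.27 (without control replicate 1) to 0.75 (without knockdown replicate 1). That list passed as higher with the GC trend removed (0.0386; adjusted p = 0.201 with an estimated correlation) and in fry (0.0114).

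Fold changes fell as GC content rose, and the rank correlation was −0.446 across genes. Abundance does not account for it, since the correlation with GC given mean abundance was −0.362, while that with abundance given GC was −0.03. A GC trend that varies from library to library may account for part of it: the differences between replicates also followed GC, at −0.151 in controls and −0.246 in knockdowns, and the latter size of 0.246 passed the bound set beforehand, at least 0.5 times that between groups. The slopes were less alike, −0.71 per 10 points of GC between groups against −0.16 and −0.21 between replicates, so variation of the size seen between replicates would be short of the whole trend. A trend shared by both libraries of a group, from preparation or from the cells, cannot be told apart from the knockdown, because no library of either group is known to have been prepared with the other.

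The GC trend is not the whole source of the 7 strongest lists: with it removed from each library, each stayed past the threshold in its direction at the preset correlation (largest adjusted p 3.16e-04), with medians of 1.56 for ATF4, 1.39 for ribosome biogenesis, −1.45 for sterol synthesis, −0.645 for matrix, −1.57 for glycolysis, 0.743 for cytosolic and 0.527 for mitochondrial ribosomal proteins, the last with the bootstrap 95% interval over members nearest to 0 (0.26 to 0.70). With an estimated correlation none of the 7 passed, either before the removal (adjusted p = 0.262 to 0.519) or after it (0.212 to 0.645). The kept direction therefore speaks of the members' medians and not of a difference from other genes that holds in both tests. The test with an estimated correlation has few degrees of freedom here, so its misses do not show that the lists did not move. TMM, equal totals and quantile normalisation each moved the median of all genes up, by 0.051 to 0.346, and the 3 lowered lists stayed below 0, the closest being matrix at −0.597 (bootstrap 95% interval −0.91 to −0.31; that of glycolysis, −1.94 to −0.19, came nearer to 0), so scaling of this size is not the source of their direction. No scaling tried moved the genes down, so a common shift stays open for the direction of the 4 raised lists, and the expectation written beforehand, which took a kept sign as evidence against scaling for all 7, was wrong for these 4. A response to lowered eIF1A is a candidate explanation for the lists and stays a hypothesis, because a trend or culture difference shared by a group is not excluded and the knockdown was not measured here; another siRNA or a rescue with eIF1A would test it, and neither was analysed here.

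Hypotheses tied to scanning were tested on mRNA levels. Fold change was not related to 5′ UTR length beyond the bound of 0.1 (rank correlation −0.0199 over 4586 genes, and 0.02 after the GC trend was removed). Genes with a TISU element, a start-codon element of mRNAs with very short 5′ UTRs that was searched with up to 1 mismatch, were 0.151 above the other genes in mean log2 fold change (135 against 4448 genes, bootstrap 95% interval 0.022 to 0.283, permutation p = 0.0703). After the GC trend was removed the difference was 0.12 (0.0024 to 0.239, permutation p = 0.113). Both intervals lie below 0.5, but they cover the spread between genes and not that between libraries. Reads from 3′ ends also do not show which 5′ UTR a transcript has. A small change may therefore remain, and a larger one is not excluded. Cytosolic synthetases exceeded mitochondrial ones by 0.567 in median, which would suit ATF4-type regulation of the cytosolic enzymes, but an exact two-sided permutation test gave p = 0.14 and the bootstrap interval ran from −0.27 to 1.19. The expectation written beforehand counted a p above the threshold as evidence against this; it was replaced after the value was seen, since with 5 mitochondrial enzymes a missed threshold excludes nothing, and the question stays open.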
